A study of Mus musculus with 11 samples. Its data were reported in "Inhibition of histone methyltransferase EZH2 for immune interception of colorectal cancer in Lynch syndrome" (2025).

How the data were processed

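Organoids from adenomatous polyps (AP) and normal mucosa (NM) of the mouse model were treated with 5 μM GSK503 or vehicle, with the medium changed after 48 hours, and total RNA was treated with DNase by the authors before sequencing of paired-end reads of 76 bp. The authors aligned reads to GRCm39 with STAR and estimated counts per gene with RSEM. The deposited table holds these expected counts, not normalized, for 40840 genes in 11 samples, and 9.84% of the values are not whole. Expected counts were rounded to whole numbers before any test. Per-sample columns without a sample numbered 0.

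Groups came from the sample titles: 2 AP control, 3 AP GSK503, 3 NM control and 3 NM GSK503. Replicate numbers also came from the titles, which do not say that a number marks shared material. The names of all samples begin with the same number, whose meaning is not stated, so material shared between samples is not excluded. Samples with the same number were also checked for deviating together. Totals per sample ran from 4028482 to 10492465 counts. Wilson intervals at 95% and a floor of 3 counts describe counting error only. RSEM divides reads that match several near-identical genes between them, so the values of such genes are uncertain, and the use of strand in counting is not stated.

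Tests used R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes passed filterByExpr by group (27546 genes), libraries were scaled by TMM, and all 11 samples entered 1 robust quasi-likelihood fit (glmQLFit and glmQLFTest) with 1 coefficient per group. The study used edgeR with TMM. The quasi-likelihood fit, the filter and the joint fit of all samples were chosen here, since its methods do not state which samples entered the fit. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.5. Adjusted p values in the text are from this edgeR test unless another tool is named. The SE of a log2 fold change is its size divided by the square root of the F statistic. The 5 contrasts were GSK503 against control in AP and in NM, their difference, and AP against NM in each treatment. Log2 CPM used a prior count of 2, and CPM values of named genes are scaled by TMM. A fold against a group whose libraries all lie at or under the floor is given as a lower bound.

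Named genes followed a rule fixed before the data were examined, as were the contrasts, gene sets and the first group of other settings below. Ezh2 and the other subunits of its complex came first. The 5 largest rises and falls in AP, and the 3 largest in NM, in the difference of effects and in AP against NM in control, were taken from called genes with non-overlapping CPM ranges (not required for the difference of effects) and a mean log2 CPM of at least 2, leaving out predicted genes and pseudogene symbols. From the list of genes the study displayed, H2ax, H3c3, H4c4, Hoxa13, Cdkn1c and Mgmt were named. Gene sets (25, written by hand) were tested two-sided by camera with a preset inter-gene correlation of 0.01, beside fry and an estimated correlation. After the results were seen, the median of each set was also placed beside 10000 random lists matched to it over 50 bins of mean log2 CPM, as a description of these libraries, since genes are not replicates. Coordinates are from GENCODE on GRCm39, matched by gene name. A GENCODE length and GC content were found for 22387 of the 27546 genes tested (81.3%), and names of olfactory receptor genes matched less often.

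Other settings chosen at that time were RLE size factors, DESeq2 1.42.0, limma voom with quality weights, a likelihood ratio test, no filter, a stricter filter (10 reads in every sample of a group and a mean log2 CPM of 1), fitting only the groups compared, other fold change limits, the replicate number as a block, loess offsets for GC content and length (span 0.3), 1 surrogate variable (sva 3.50.0) and leaving out each replicate. Chosen after seeing the data were a per-kilobase background subtraction set from vomeronasal and trace amine receptor genes, the same subtraction with an equal rate in all libraries, the log2 receptor share as a covariate, genes with a GENCODE length alone, and counts thinned to the smallest library.

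The main test and most of the other settings were first run on simulated data: counts drawn for the real genes, with 200 genes changed by known fold changes in AP GSK503. The main test recovered 136 of the 200 (68.0%) with 4 false calls among 26717 genes. DESeq2 recovered 135 with 10 false calls, and the surrogate variable fit recovered 131 with 6. GC and length offsets recovered 113 of 168 among 21788 genes, and background subtraction 94 of 167 among 19069 genes. Camera and fry both called a simulated set of 120 raised genes among 27546 and did not call a set of 120 unchanged ones. Subtraction of an equal background also recovered 94 of 167. The simulated libraries shared the same composition apart from the changed genes, so subtracting a measured or an equal background was nearly the same test there. The receptor share as a covariate recovered 130 of the 200 when the shares were taken from the simulated libraries, where they do not follow the groups, and 52 with the shares measured in the real libraries, a test added after the results were seen. Fits of only the groups compared, subtraction of 1.5 or 2 times the background, leaving out a library, and camera with an estimated correlation were not run on simulated data. Figures were drawn with matplotlib 3.10.9.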

Results

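Gene expression was measured by RNA-Seq in 11 samples of colonic organoids grown from mice of a Lynch syndrome model. Organoids from adenomatous polyps (AP) and from normal colonic mucosa (NM) received either GSK503, a small-molecule inhibitor of the histone methyltransferase EZH2, at 5 μM, or vehicle (control). The groups held 2 AP control, 3 AP GSK503, 3 NM control and 3 NM GSK503 samples. Total counts per sample were 4028482 and 6018242 in AP control, 8963377, 8821409 and 8221644 in AP GSK503, 4660668, 6685535 and 8806993 in NM control, and 6635820, 10492465 and 7111961 in NM GSK503. Both AP control libraries were therefore smaller than each of the 3 AP GSK503 libraries. Counting error alone, without the variation between replicates, sets the intervals given for single libraries here.

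Replicate spread differed between groups. The biological coefficient of variation, estimated within each group alone, was 0.297 in AP control (n = 2), 0.118 in AP GSK503 (n = 3), 0.264 in NM control (n = 3) and 0.231 in NM GSK503 (n = 3). Pearson correlations of log2 CPM lay between 0.923 and 0.974 for the 10 pairs of libraries within a group, and between 0.865 and 0.966 for the 45 pairs from different groups. The most similar pair within a group still differed by more than counting noise, with a chi-square per gene of 2.87, so no library was treated as a copy of another. This does not show that the libraries come from separate cultures or mice, which the labels do not state. Leaving out NM GSK503 replicate 2 lowered the coefficient of that group to 0.105, and leaving out NM control replicate 3 lowered that of its group to 0.174.

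The libraries also differed in ways the groups do not name. Olfactory, vomeronasal and trace amine receptor genes (1484 genes in the table, here called receptor genes of the nose) had at least 1 count in 1450 or more of these genes in each library. They took 0.733% of counts in AP control 1 (95% Wilson interval 0.724 to 0.741) and 0.492% in AP control 2 (0.487 to 0.498). In AP GSK503 the share was 0.284% ± 0.0266 (SD, n = 3), in NM control 0.392% ± 0.0943 (SD, n = 3) and in NM GSK503 0.286% ± 0.0980 (SD, n = 3). The share in both AP control libraries thus lay above all 3 AP GSK503 libraries. Transcripts listed as predicted non-coding took 11.6% ± 3.10 of counts in AP control (SD, n = 2) and 5.96% ± 0.425 in AP GSK503 (SD, n = 3). Across 4807 expressed protein-coding genes, the correlation of a library's deviation from the mean with GC content was 0.62, 0.56 and 0.55 (Spearman) in AP GSK503 and -0.00053 and 0.17 in AP control. It was 0.47, -0.088 and -0.70 in NM control and -0.57, -0.35 and -0.60 in NM GSK503. These correlations are across genes, which are not independent replicates.

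**Figure D1:**
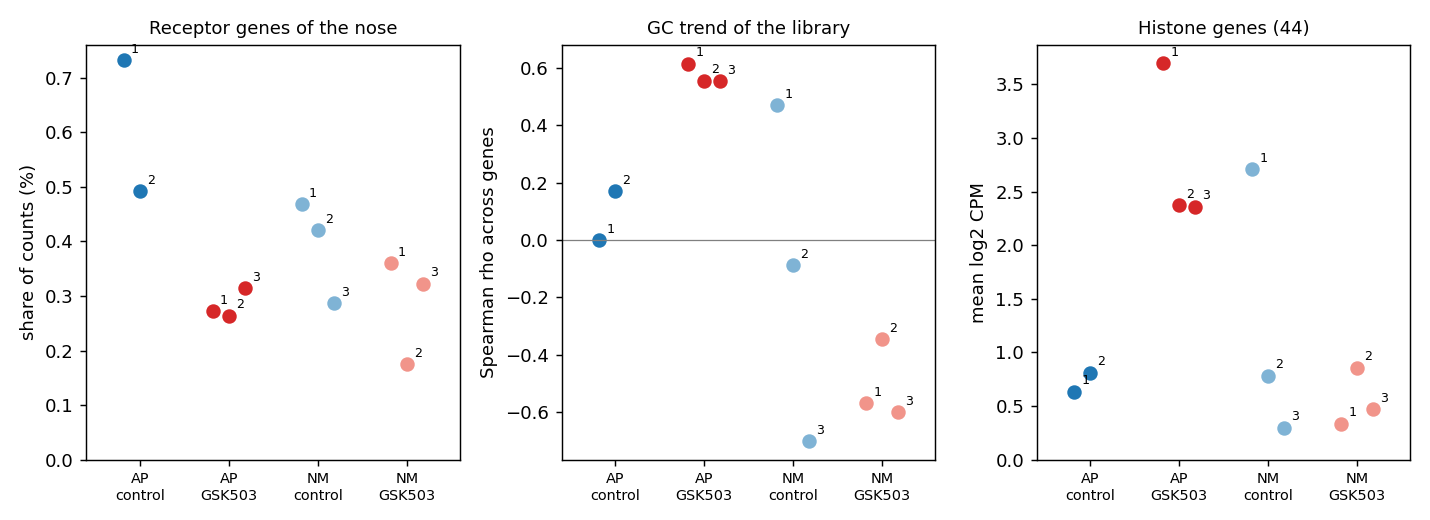
Each point is 1 library, numbered by replicate, in the 4 groups: left, share of counts in receptor genes of the nose (percent); middle, Spearman correlation across 4807 genes between a library's deviation in log2 CPM and GC content; right, mean log2 CPM of 44 replication-dependent histone genes. NM control 1 lies near the AP GSK503 libraries in the middle and right panels, at 0.47 and 2.71.

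Ezh2, which encodes the enzyme that GSK503 inhibits, lies on chromosome 6 of GRCm39 at 47507073 to 47572331 on the minus strand. Its TMM-scaled CPM was 45.8 ± 7.27 in AP control (SD, n = 2), 62.7 ± 4.72 in AP GSK503 (SD, n = 3), 75.7 ± 29.5 in NM control (SD, n = 3) and 95.8 ± 28.6 in NM GSK503 (SD, n = 3). The log2 fold change with GSK503 was 0.45 ± 0.31 (SE) in AP (edgeR adjusted p = 0.290) and 0.34 ± 0.27 (SE) in NM (adjusted p = 0.837), so neither passed the threshold. In AP its direction reversed with 1 surrogate variable (-0.44) and with the receptor share as a covariate (-0.45). Of the 12 genes of the Polycomb repressive complex tested, Eed alone passed the threshold in AP, with a log2 fold change of 1.09 ± 0.27 (SE, edgeR adjusted p = 0.0419).

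To ask how EZH2 inhibition alters expression in polyp organoids, AP GSK503 was compared with AP control. Of 27546 genes tested, 1018 were called at an adjusted p under 0.05 and an absolute log2 fold change above 0.5, with 699 higher and 319 lower under GSK503. At an unadjusted p under 0.05 there were 9233 genes. The count depended strongly on the fit: it was 5154 when the AP samples were fitted alone and 0 (1408 genes at an unadjusted p under 0.05) with 1 surrogate variable as a covariate. With RLE size factors the split was 1394 higher and 259 lower, with DESeq2 3419 and 410, and with GC and length offsets 1355 higher and 1324 lower. Leaving out AP GSK503 replicate 1, 2 or 3 left 9, 1 and 442 genes. Log2 fold change rose with abundance. Its median was -0.43 in genes at a mean log2 CPM of 0 to 1 and 0.71 in the 334 genes above 8. In NM the medians of the same bins were -0.20 and 0.31. By class, 687 of the genes called higher and 118 of those called lower were curated protein-coding genes, while 139 of the genes called lower were predicted non-coding and 25 were receptor genes of the nose. The median log2 fold change of the 1337 receptor genes tested was -0.63.

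**Figure D2:**
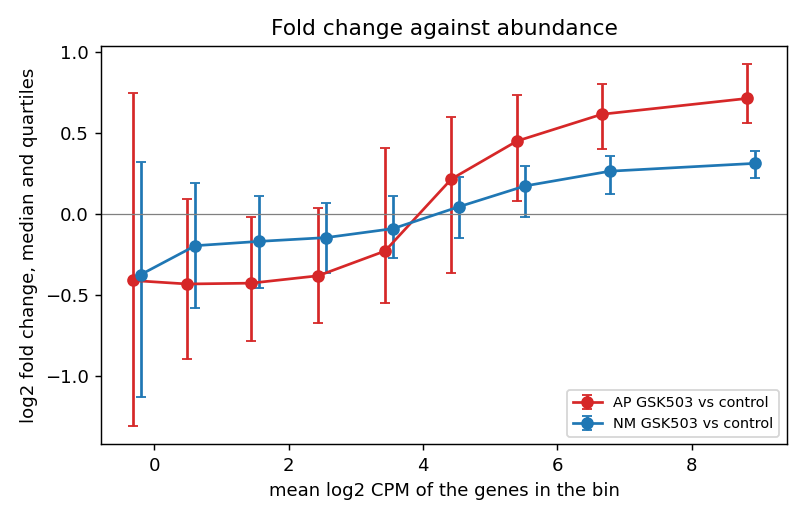
Median log2 fold change (GSK503 vs control, y axis) with quartiles as bars, in bins of mean log2 CPM (x axis), for AP and NM. In AP the median runs from -0.43 at low abundance to 0.71 in the highest bin, and in NM from -0.20 to 0.31 over the same bins.

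Among genes with non-overlapping CPM ranges and a mean log2 CPM of at least 2, the 5 largest rises in AP were Ckb, Abhd11os, Plk3, Atp12a and Trappc6a. Atp12a (chromosome 14, 56602262 to 56626010, plus strand) went from 42.4 ± 1.28 CPM in AP control (SD, n = 2) to 227 ± 26.4 CPM in AP GSK503 (SD, n = 3), a log2 fold change of 2.42 ± 0.30 (SE, edgeR adjusted p = 0.00137). Ckb (chromosome 12, 111635789 to 111639008) went from 1.74 ± 0.0559 CPM (SD, n = 2) to 10.5 ± 6.23 CPM (SD, n = 3), with a log2 fold change of 2.58 ± 0.57 (SE, edgeR adjusted p = 0.0382). Abhd11os, Plk3 and Trappc6a had log2 fold changes of 2.51, 2.48 and 2.34. The 5 largest falls were Olfr1012, Fam221b, Cfap20dc, Olfr736 and Ccl22, with log2 fold changes of -1.55, -1.51, -1.48, -1.41 and -1.40, and 2 of these are receptor genes of the nose. All 10 of these calls were lost with 1 surrogate variable. Atp12a kept its call in all 3 fits that left out 1 AP GSK503 library, and each of the other 9 lost it in at least 1 of them.

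Of 65 genes that the study displayed, which it had chosen on these samples, 23 were called in AP, 20 of them higher. Adjusted over the list alone, 65 passed, 51 of them higher, which is not independent evidence because of how the list was chosen. H2ax had 0 counts in both AP control libraries and 5.99 ± 3.38 CPM in AP GSK503 (SD, n = 3), at least 13.1-fold higher against a floor of 3 counts, but it was not called (edgeR adjusted p = 0.117). H3c3 had 1 count in each AP control library and 3.17 ± 1.72 CPM in AP GSK503 (SD, n = 3), at least 6.97-fold higher (edgeR adjusted p = 0.0330), a call lost without AP GSK503 replicate 1 or 2 (edgeR adjusted p = 0.137 and 0.0872, in a range over all alternatives of 0.00173 to 0.856). Hoxa13 and Cdkn1c, also at or under the floor in AP control, were at least 3.24-fold and at least 4.20-fold higher and were not called (adjusted p = 0.0812 and 0.0525). H4c4 went from 1.18 ± 0.746 CPM (SD, n = 2) to 20.5 ± 16.9 CPM (SD, n = 3) and was not called (edgeR adjusted p = 0.114). Mgmt went from 1.56 ± 0.603 CPM (SD, n = 2) to 4.47 ± 0.602 CPM (SD, n = 3), short of the threshold (edgeR adjusted p = 0.0534). These uncalled genes gained a call in some alternatives, not counting those that left out a library or changed the fold change limit. Cdkn1c did so in 7 of 17 that gave a value, Mgmt in 5 of 13 and H2ax in 4 of 16. H4c4 did so in 2 of 18 and Hoxa13 in 1 of 12, while H3c3 lost its call in 7 of 16. Histone genes have near-identical copies that could share reads, so single histone values are uncertain.

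In NM organoids the same comparison gave 4 genes, all higher (1225 genes at an unadjusted p under 0.05, 4.45% of those tested). The 4 were Rnu1a1, Gm22068, Gm22634 and Gm26444, the last 3 of which were named after their values were seen. They held identical expected counts in all 11 libraries, so they amount to a single signal shared between copies of the U1 small nuclear RNA. Rnu1a1 (chromosome 11, 87313693 to 87313856) was at 83.9 ± 13.6 CPM in NM control and 252 ± 67.8 CPM in NM GSK503 (SD, n = 3 each), a log2 fold change of 1.58 ± 0.27 (SE, edgeR adjusted p = 0.0372). In AP it was at 191 ± 5.78 CPM in control (SD, n = 2) and 202 ± 11.5 CPM under GSK503 (SD, n = 3). With RLE size factors no gene was called in NM (0 genes, 1162 at an unadjusted p under 0.05), and leaving out NM control replicate 1 likewise left 0 (625 at an unadjusted p under 0.05), as did leaving out NM GSK503 replicate 3 (1231). Leaving out NM control replicate 2 left 1 gene, which was lower, and leaving out NM control replicate 3 gave 11. The Rnu1a1 call was also lost without NM GSK503 replicate 1, where 4 genes were called, all lower and 0 of them among the 4 above.

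Whether the effect of GSK503 differed between AP and NM was tested directly as a difference of effects. A single gene, Hoxb13, passed the threshold, with 3213 genes at an unadjusted p under 0.05. Limma voom with quality weights called 1376 genes. The count was 864 without NM control replicate 3 and 2 without NM control replicate 1. It was 0 without AP GSK503 replicate 2, NM control replicate 2 or NM GSK503 replicate 3 (2490, 2837 and 2425 genes at an unadjusted p under 0.05). Hoxb13 (chromosome 11, 96085106 to 96088273) rose from 41.4 ± 12.3 CPM (SD, n = 2) to 100.3 ± 15.3 CPM (SD, n = 3) in AP and went from 3.48 ± 0.986 to 0.671 ± 0.653 CPM (SD, n = 3 each) in NM, where 2 of the 3 treated libraries were at or under the floor of 3 counts. The difference of effects was 3.56 ± 0.55 on the log2 scale (SE, edgeR adjusted p = 0.0403).

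AP and NM organoids were then compared within each treatment. In control, 11 genes differed (8 higher and 3 lower in AP). DESeq2 called 1394 (21 higher and 1373 lower), 3 of them shared with the 11. Size factors alone did not give this shift, since edgeR with RLE size factors called 10 (7 higher and 3 lower). With GC and length offsets 14 genes were higher and 21 lower. The largest rises were Atp12a, Hoxb13 and Hoxd13, at log2 differences of 4.84 ± 0.35, 3.59 ± 0.33 and 2.78 ± 0.34 (SE). Atp12a was at 1.42 ± 0.637 CPM in NM control (SD, n = 3). The 3 genes lower in AP were Slfn4, Osr2 and Hoxb6, at -1.98 ± 0.32, -1.96 ± 0.35 and -1.91 ± 0.33 (SE). All 3 calls were lost with limma voom, with 1 surrogate variable, with the receptor share as a covariate, with an equal background subtracted and in the fit of the control samples alone. Over the 17 alternatives that gave a value, other than leaving out a library or changing the fold change limit, the Slfn4 call was lost in 7, the Osr2 call in 6 and the Hoxb6 call in 5, whereas Atp12a and Hoxb13 kept theirs in all 18 and Hoxd13 in all 17. The Osr2 call was also lost without NM control replicate 2, and the Hoxb6 call without NM control replicate 2 or 3. Leaving out NM control replicate 1 raised the count to 72 and leaving out replicate 2 lowered it to 6. Under GSK503, 460 genes differed, 396 of them higher in AP, and fitting the GSK503 samples alone gave 3444. The lean to higher values in AP depended on the setting, with 203 higher and 133 lower (188 shared with the 460) under GC and length offsets, 469 higher of 745 with 1 surrogate variable, and 527 higher of 939 with the receptor share as a covariate. Across 4807 genes the log2 difference rose with GC content (Spearman 0.66). Leaving out AP GSK503 replicate 1 or 2 left 96 and 140 genes, and leaving out NM GSK503 replicate 1 or 3 left 148 and 126.

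**Figure D3:**
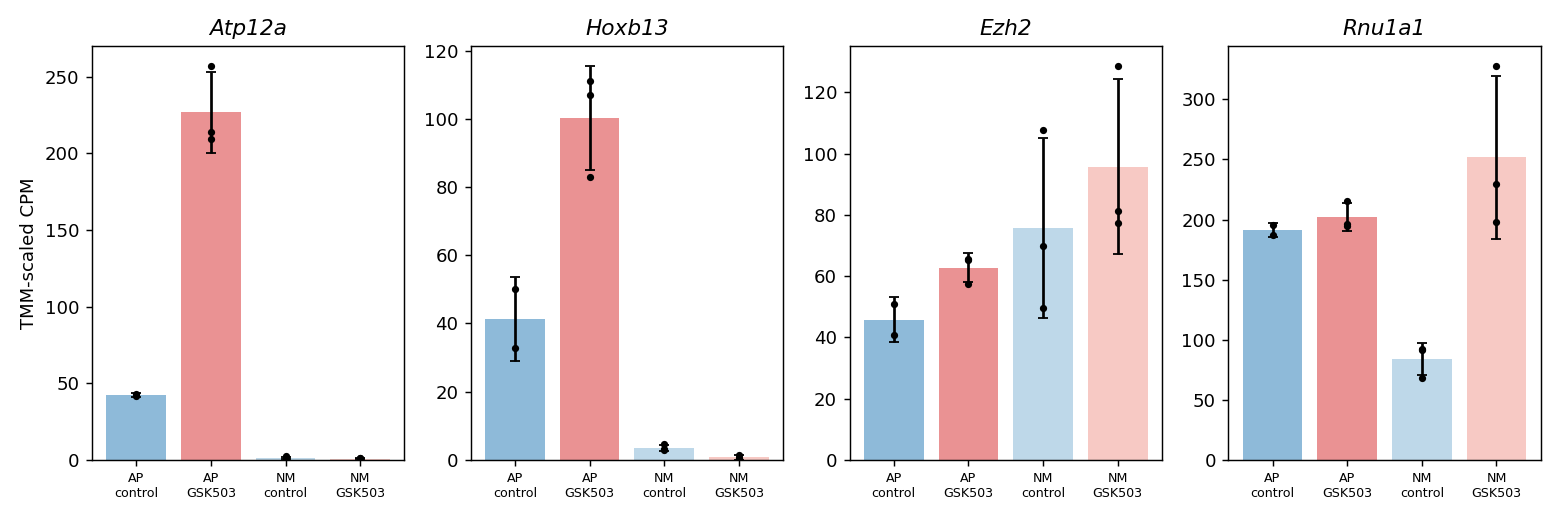
TMM-scaled CPM (y axis, starting at 0) of Atp12a, Hoxb13, Ezh2 and Rnu1a1 in the 4 groups: bars are group means with SD, points are libraries. Atp12a is at 227 CPM in AP GSK503 and 42.4 CPM in AP control, and Rnu1a1 is lowest in NM control at 83.9 CPM.

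Of 25 gene sets written before the data were examined, 1 of which is the list of genes the study displayed, camera with a preset correlation called 12 in AP, all higher, and 11 in NM, 8 higher and 3 lower, after adjustment over 50 tests. The displayed list was 1 of the 12 called in AP and 1 of the 3 called lower in NM, which is not independent evidence because the study chose it on these samples. Under fry 1 AP call held (antigen presentation genes) and no NM call, and with an estimated correlation none held in either. Nuclear oxidative phosphorylation genes (79 genes) had the smallest camera p in AP, with a median log2 fold change of 0.76 and 78 of 79 genes higher. The median of all genes in AP was -0.14 with TMM and -0.044 with RLE size factors. Because fold change rose with abundance, each set was also set beside random lists matched on mean abundance, a comparison chosen after the results were seen. These lists were drawn from genes of every class and were not matched on class. In AP the median log2 fold change was 0.29 in curated protein-coding and -0.53 in predicted non-coding genes. A set of protein-coding genes could therefore exceed its random lists through class alone. The median of these lists in AP was 0.48 for the oxidative phosphorylation genes. Ribosomal protein genes, at 0.65, and mitotic proliferation genes, at 0.42, did not exceed their matched lists, at 0.66 and 0.48. DNA replication, p53 target and apoptosis genes had medians of 0.50, 0.75 and 0.57 in AP, against 0.24, 0.23 and 0.22 in matched lists. Antigen presentation genes were at 0.73, against -0.097. With the receptor share as a covariate the medians were 0.17 for oxidative phosphorylation, 0.19 for ribosomal protein, 0.047 for DNA replication, 0.11 for p53 target, 0.11 for apoptosis and 0.62 for antigen presentation genes, and that of the mitotic proliferation genes reversed to -0.20. The Polycomb repressive complex set was called in AP at a median of 0.54 (0.42 in matched lists), which reversed to -0.11 with the receptor share as a covariate. Hox genes did not pass in AP, at a median of 0.20 (-0.35 in matched lists). Developmental regulators described as targets of the Polycomb complex did not pass either, at -0.094 (-0.34 in matched lists), which became 0.0091 with RLE size factors, 0.13 with the receptor share as a covariate, -0.44 with GC and length offsets and -0.24 with the background subtracted. Extracellular matrix, complement and adhesion sets did not pass in AP, at 0.00033, -0.34 and -0.34. The first became -0.25 with GC and length offsets, and the second 0.21 with the receptor share as a covariate. Replication-dependent histone genes (44 genes) had a median of 2.88 in AP, or 2.56 with genes at the floor held at their bound, and 43 of 44 were higher. Matched lists were at -0.33, and with the receptor share as a covariate the histone median was 3.65. In NM their median was -1.37, or -1.01 with bounds, and 4 of 44 were higher, but without NM control replicate 1 the median was -0.039 and the set was not called. Without NM GSK503 replicate 2, NM set calls fell from 11 to 6, and the medians of 4 sets changed sign. With the receptor share as a covariate, NM medians reversed to -0.11 for Polycomb complex, -0.032 for ribosomal protein and -0.0032 for DNA replication genes. Those of p53 target and apoptosis genes reversed to -0.029 and -0.036, and the other sets called in NM kept their direction. The median of all genes in NM was -0.046 with this covariate. Among the reversed medians only that of the Polycomb complex lay below it. Without the covariate, ribosomal protein genes lay below their matched lists in NM, at 0.23 against 0.28. The other sets called higher in NM exceeded theirs.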

Values the study reported

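The study reported 1,542 upregulated and 662 downregulated genes in AP organoids given 5 μM GSK503, at a log fold change above 0.5 and an FDR below 0.05. It used 2 control and 3 treated AP samples, and 3 control and 3 treated NM samples.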

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

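The GC and length offsets and the fits that left out 1 library were settings fixed before the data were examined, while the comparison with receptor genes, and the use of the offsets to weigh an explanation, were chosen after the result was seen. Hoxb13 stood out because the effect of GSK503 differed between AP and NM in a test of the difference itself, at 3.56 ± 0.55 on the log2 scale (SE, edgeR adjusted p = 0.0403). A trend with GC content and gene length is argued against as the whole cause, because the difference stayed past the threshold at 3.25 once offsets for both were in the fit. Background reads could lower a weakly expressed gene in NM, where receptor genes of the nose had a median log2 fold change of -0.25 and Hoxb13 of -2.29. This explanation cannot be told apart from a real fall, because 2 of the 3 NM GSK503 libraries held 3 counts or fewer. The adjusted p ranged from 7.12e-07 to 0.269 over the alternatives, and it was above 0.05 with 1 surrogate variable, with the receptor share as a covariate and with the background subtracted at each of the 3 rates. It was also above 0.05 in 5 of the 9 fits that each left out 1 library: 0.0693 and 0.141 without AP GSK503 1 and 2, 0.0571 without NM control 2, and 0.0695 and 0.117 without NM GSK503 1 and 3. The difference itself stayed between 3.16 and 4.73 in those 9 fits. A difference between tissues in the response to GSK503 remains open and was not tested further.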

How the results depend on the processing

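Alternatives that subtract a background, use the receptor share as a covariate, thin the counts or restrict the genes to those with a GENCODE length were chosen only after the results were seen. The cause of a change was not tested for any setting here, except where fewer samples or genes enter by construction.

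With RLE size factors, 1653 genes were called in AP GSK503 against control, 0 in NM (1162 at an unadjusted p under 0.05) and 14 for the difference of effects. DESeq2 called 3829 in AP, 8 in NM, 295 for the difference, 1394 for AP against NM in control and 941 under GSK503. Limma voom called 3687 in AP, 1376 for the difference and 4136 for AP against NM under GSK503. The likelihood ratio test called 3372, 15, 232, 173 and 1403 over the 5 contrasts in the order of the report. Without a low-count filter the difference had 18 genes. The stricter filter gave 2329 in AP and 11 for the difference. Fitting only the groups compared gave 5154 in AP, 4 for AP against NM in control and 3444 under GSK503, and could not be done for the difference.

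GC and length offsets gave 2679 in AP, 4 for the difference and 35 for AP against NM in control. With 1 surrogate variable the counts were 0 in AP (1408 at an unadjusted p under 0.05), 0 for the difference (2214), 6 for AP against NM in control and 745 under GSK503, and Ezh2 in AP went to -0.44. With the receptor share as a covariate they were 0 in AP (1697), 0 for the difference (2569), 6 and 939, and Ezh2 went to -0.45 in AP and -0.065 in NM.

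Background subtraction left 5 genes in AP, 0 in NM (767 at an unadjusted p under 0.05), 0 for the difference (2662) and 217 for AP against NM under GSK503. At 1.5 times the background these were 3, 0 (712), 0 (2487) and 114, and at 2 times 13, 0 (639), 0 (2253) and 63, with 24 for AP against NM in control. An equal background left 1 in AP, 0 in NM (1032), 5 for AP against NM in control and 112 under GSK503. Genes with a GENCODE length gave 2418 in AP, 19 for the difference and 1097 for AP against NM under GSK503. Thinned counts gave 1975 in AP and 11 for the difference.

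Whether replicate numbers pair the samples was not settled. Over 15 pairs with the same number, correlations of deviations ran from -0.082 to 0.28, and 3 were above 0.1. Pairs with different numbers were not computed for comparison, so shared material is not excluded. With the replicate number as a block 3602 genes were called in AP, 153 for the difference and 963 for AP against NM under GSK503. The block with GC and length offsets gave 3802 in AP, 138 for the difference and 182 for AP against NM in control.

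Leaving out 1 library at a time gave from 1 to 442 genes in AP (3 fits), from 0 to 11 in NM (6 fits), from 0 to 864 for the difference (9 fits), from 6 to 72 for AP against NM in control (3 fits) and from 96 to 580 under GSK503 (6 fits). The lowest AP count was without AP GSK503 2, the 864 without NM control 3 and the 72 without NM control 1. Leaving out an AP control library leaves 1 sample in that group, so no call was made there. The biological coefficient of variation ran from 0.174 to 0.344 in NM control and from 0.105 to 0.296 in NM GSK503.

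For gene sets, fry called 1 set in AP and 0 in NM (0 at an unadjusted p under 0.05), and camera with an estimated correlation called 0 in AP (1 at an unadjusted p under 0.05) and 0 in NM (0). The 6 fits that each left out 1 library gave from 6 to 12 sets in NM, the lowest without NM GSK503 2. Across those 6 fits the medians in NM ran from -0.014 to 0.33 for the Polycomb complex, from -0.028 to 0.33 for ribosomal protein genes, from -0.0057 to 0.36 for DNA replication genes and from -0.017 to 0.24 for apoptosis genes, each lowest without NM GSK503 2. The genes the study displayed had medians from -0.53 to 0.068 in NM across the 6 fits that each left out 1 library, the highest without NM control 1.

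For single named genes, 320 of 425 comparisons kept direction and side of the threshold, 83 lost the call, 19 gained it and 3 reversed. Genes to which DESeq2 gave no adjusted p were left out of these numbers, as were other fold change limits, which reuse the same fit and could not move these genes. Of the 90 that left out 1 library, 53 kept both, 36 lost the call and 1 gained it. The AP contrast rests on 2 control samples, of 4028482 and 6018242 counts, which limits its precision. Which limit on that contrast weighs most was not tested.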

Other observations

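The GC and length offsets and the fits that left out 1 library were settings fixed before the data were examined, and were used to weigh explanations only afterwards. The background subtraction was added once the data had been examined, but it, the removal of the 10 most abundant genes and the other splits of the samples were chosen before their own results were seen. The fit of the AP samples alone and the gene sets were also fixed before the data were examined. All other tests in this part were chosen after the result they bear on was seen.

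The count of AP genes called higher was 699. That is lower than the value quoted from the study above. The count called lower was 319. That is also lower than the value quoted from the study above. Fitting the AP samples alone gave 3079 higher and 2075 lower. Both are higher than the values quoted from the study above, and its methods do not state which samples entered the fit.

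Receptor genes of the nose took a larger share of counts in both AP control libraries than in the 3 AP GSK503 libraries, and fold changes in AP rose with abundance. Several technical explanations were weighed. A GC and length trend is argued against as the whole cause of the AP calls, since calls persisted with offsets for both. The offsets gave 2679 calls, of which 675 were the same as before. The median log2 fold change of the genes called higher fell to 0.93. Testing the genes with a GENCODE length alone, without offsets, gave 2418 calls, 892 of them the same. Depth and a few abundant genes are argued against in the same narrow sense. Thinning every library to the smallest left 1975 calls, 909 of them the same, and leaving out the 10 most abundant genes left 2268. Such counts move with the fit and the genes tested, so they do not exclude a part played by these causes. The median log2 fold change of the genes called higher was 1.28, and ran from 1.03 to 1.77 over 5 fits that each left out 1 library. The lowest, 1.03, was without AP control 1. After subtraction of a background laid down per kilobase at the rate of the receptor genes the median was 1.26. The genes called higher were chosen for their rise in the same libraries, and only 1 AP control library remains without AP control 1. Neither the 1.03 nor the 1.26 therefore excludes that library or such a background as the cause of the rise.

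Background as a source of the AP calls stayed open. After subtraction 5 genes were called, but subtracting an equal background from every library left 1, so the loss cannot be put down to the difference in background between libraries. Why an equal subtraction lost calls was not settled. On simulated data it still recovered 94 of 167 changed genes. All simulated libraries shared the same composition apart from the changed genes, and the same spread, so that recovery has little bearing on these data. Of the genes called lower, 64.6% had a length to subtract with. With the receptor share as a covariate 0 genes were called (1697 at an unadjusted p under 0.05), yet that share parts AP control from AP GSK503 completely, so a library-wide factor that goes with it cannot be told apart from the treatment. With these measured shares as a covariate, 52 of 200 simulated treatment changes were recovered, against 136 in the test without it, so the covariate hides part of a treatment effect but not all of it. A candidate explanation is a difference in the quality or amount of the input RNA, which was not tested. An effect of EZH2 inhibition on the AP organoids is also open. Of the 10 splits of the 5 AP samples, 1 (the real one) gave as many genes, and no design of this size could give a share under 0.1.

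The 4 genes called in NM held identical counts in every library, so reads shared between identical copies of 1 gene account for there being 4 calls rather than 1. NM control was lowest of the 4 groups for this RNA, and whether that reflects the treatment or the handling of total RNA was not tested. Of the 10 splits of the 6 NM samples, 2 gave at least as many genes, and the largest gave 136. For gene sets, 6 of the 10 splits gave at least as many called sets as the real one, and the largest gave 13. Of the 10 splits of the 6 GSK503 samples into AP and NM, 1 (the real one) gave as many genes. With 10 splits no share can fall under 0.1.

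Replication-dependent histone genes rose in AP and fell in NM under GSK503, but their level varied as much within a group. Their mean log2 CPM was 2.71 in NM control 1, which received no inhibitor, against 0.78 and 0.30 in the other 2 NM control libraries. The AP GSK503 libraries were at 3.70, 2.38 and 2.36, and the AP control libraries at 0.64 and 0.81. The fall in NM rests on NM control 1, since the median log2 fold change there was -1.37 and was -0.039 without that library. In AP, DNA replication and mitotic proliferation genes had medians of 0.50 and 0.42 against 2.88 for the histone genes, and 0.047 and -0.20 against 3.65 with the receptor share as a covariate. These smaller rises lend little weight to a change in the share of cells in S phase, but no value here fixes how far histone transcripts would move with it, so it cannot be told apart. In NM, DNA replication genes had a median of 0.26 where histone genes fell, but -0.0057 without NM GSK503 2. GC content and length of the histone genes themselves did not account for the rise, since their AP median was 2.38 with offsets. A library factor that goes with the GC trend may be involved. How much RNA without a poly(A) tail was captured is a candidate, but the U1 small nuclear RNA, which also lacks a tail, did not follow the histone level. Rnu1a1 was at 191 CPM in AP control and 202 CPM in AP GSK503, and NM control 1 was its lowest library, at 68.2 CPM. This single RNA speaks against that candidate without settling it. Over the 6 NM libraries the mean histone level followed the GC trend (Pearson r = 0.95, exact permutation p = 0.0125; Spearman rho = 0.89, exact permutation p = 0.0333), and r was 0.94 without the 2 libraries farthest from the median. This was 1 of 2 such relations computed. The other, over the 7 libraries with a GC trend under 0.4, was weaker (Pearson r = 0.78, exact permutation p = 0.0569, Spearman rho = 0.71, exact permutation p = 0.0881). Its r was 0.63 without the 2 libraries farthest from the median. The Benjamini-Hochberg adjusted p over both relations was 0.025 for r and 0.0667 for rho in NM. NM control 1 stands apart from the other 5, over which r was 0.86, too few for a test of their own. The relation was noticed on these same libraries and stays a hypothesis.

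Hox genes appeared among the genes that differed between AP and NM in control, with Hoxb13 and Hoxd13 higher and Hoxb6 lower in AP. The hypothesis that the organoids keep different positions along the colon was tested on the other Hox genes. Posterior genes (8, paralog groups 10 to 13) had a median log2 difference of 0.41, with 5 of 8 higher in AP, and anterior genes (26) of -0.093, with 10 of 26 higher. The means differed by 0.039 (permutation p = 0.913 over genes, which are not independent). The posterior mean rests on Hoxa13, for which both AP control libraries held 3 counts or fewer. Without Hoxa13 the means differed by 0.44 (permutation p = 0.142 over genes) and the posterior median was 0.43. With so few posterior genes the hypothesis stays open.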
